A study of Mus musculus with 15 samples. Its data were reported in "The RNA-binding protein TTP is a global post-transcriptional regulator of feedback control in inflammation" (2016).

How the data were processed

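Individual-nucleotide resolution crosslinking and immunoprecipitation (iCLIP) was performed on immortalised mouse bone marrow-derived macrophages that lack endogenous tristetraprolin (TTP, encoded by Zfp36) and that express either GFP-tagged TTP or GFP-tagged TTP-AA, a mutant in which the serines phosphorylated by the kinase MK2 are replaced by alanine. All cells had received doxycycline for 6 h, and they were lysed without lipopolysaccharide (LPS, 0 h) or after 1 h or 4 h of LPS. The 15 samples fell into 6 groups according to the sample titles. The GFP-TTP groups held 2 samples at 0 h, 4 at 1 h and 2 at 4 h. The GFP-TTP-AA groups held 2 samples at 0 h, 3 at 1 h and 2 at 4 h.

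The deposited files were 6 lists of crosslink sites, 1 per group, and the value of each site was a score: per the file headers and the values themselves, a whole number of unique cDNAs whose sign gives the strand. According to the methods of the study, the authors sorted reads by barcode, removed PCR duplicates with the random bases of the barcode, mapped unique reads to mm10 with Bowtie using the Ensembl 75 annotation, and took the nucleotide before each read as the crosslink site. The authors summed the libraries of a group and kept the sites that passed a false-discovery rate of 0.05 in iCount, with 100 permutations and a neighbourhood of 15 nt. Each file header named as many libraries as the group had samples. The headers of the 1 h lists carried an additional mark for treating regions as a unit, which the headers of the other lists lacked, although the description of every list stated that regions were handled separately. No further normalisation was applied to the cDNA counts.

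Sites were assigned with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Regions came from GENCODE release M21 on GRCm38, the assembly also named mm10, and all coordinates are 1-based. A site received the first matching region on its strand in the order 3′UTR, coding sequence (CDS, the ORF including the stop codon), 5′UTR, exon of a non-coding gene, intron and intergenic. UTRs and CDS came from protein-coding transcripts, of which 58758 had a sequence as long as their exons and 0 were left out. A 3′UTR site was placed on the transcript with the longest 3′UTR, and 21028 protein-coding genes had such a region. Release M21 is later than the annotation used by the authors, so counts per gene can differ from theirs.

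The lists hold sums over libraries, so no replicate error existed and every test compared pooled lists, not conditions. Shares are given with Wilson 95% intervals. These intervals, and the limit for a count of 0, cover counting error only. They do not cover losses from the short random barcodes, or cDNAs at sites that failed the false-discovery rate. Differences in shares and ratios of densities have 95% intervals from 2000 bootstrap resamples of loci or of genes (random seed 7), where a locus was a gene or, outside genes, a bin of 1000 nt. A difference was called when its interval excluded 0. The limit that a count of 0 allows was set at 3 counts. The cDNAs of a list numbered between 19167 and 174397, which put that limit between 0.0017% and 0.0157% of a list.

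Motifs were counted when they lay wholly within 20 nt of a 3′UTR site in the spliced transcript, and the background was 100 random positions per site in the same 3′UTRs. Octamers were ranked by z-score against 100 random placements of all sites, and ranks used octamers near at least 10 sites. Site density was measured on 1 transcript per gene with at least 300 nt of CDS and of 3′UTR, within 300 nt of the stop codon and in the last 100 nt of the 3′UTR. Overlap between lists was the share of TTP 3′UTR sites with a TTP-AA 3′UTR site within 15 nt, compared with 100 random placements. At 1 h, each gene with at least 10 cDNAs over both lists was tested with a two-sided Fisher exact test against all other 3′UTR cDNAs, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Log2 ratios used a pseudocount of 0.5. A ratio against a list with 3 or fewer cDNAs is given as a lower bound computed against 3 cDNAs. The bound holds for listed cDNAs only.

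The genes named in the text followed a rule set before the data were examined: the 27 genes that the study listed as its top 3′UTR targets or as selected targets, the 5 genes with most 3′UTR cDNAs in each list, and the 5 genes with the largest odds ratio in each direction among those past the threshold. Any other named gene or locus was chosen after its values were seen, and the text says so.

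The statistics were tested on simulated data. Among 1700 simulated genes, 169 had a 4-fold change, of which 26.6% were called, all in the right direction, and 0 of 1531 unchanged genes were called. Of the 33 changed genes with at least 5 expected cDNAs in the TTP list, 75.8% were called, so most 4-fold changes in genes with few TTP cDNAs go undetected at this depth. With 400 bootstrap resamples in each of 200 simulated pairs of lists with 400 loci, 93.0% of the bootstrap intervals held the true difference. With 826 of 6775 random sites moved onto UAUUUAUU, the expected AUUUA share was 19.6% and the share found was 20.0%, and the planted octamer ranked 1. On random sites, 0% of 459 octamers had a z-score over 4. The simulations left out variation between libraries and the clustering of sites. All simulated loci had counts from 1 distribution, whereas a chromosome 17 locus held 28.7% of the TTP cDNAs at 1 h. The rates of false calls and of coverage may therefore be better than in the real lists.

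Alternatives covered stricter counts per site or per gene, counts per library, clusters of sites, weighting by cDNAs and the order of regions. They also covered regions downstream of 3′UTRs, windows around motifs and 3′UTR ends, thinning of the TTP-AA list at 1 h, pseudocounts and scaling. Others left out the mitochondrial chromosome or the loci with most cDNAs. Alternatives added after the data had been seen left out a locus on chromosome 17, left out Lars2, used only sites with at least 10 cDNAs or used only cDNAs in mRNA exons. A test of depth, also added then, thinned every list 20 times to the cDNA count of the smallest and kept sites with the same minimum of cDNAs within 15 nt in each list. No site or list was left out of the main values. The sequencing reads, the libraries one by one and the genome sequence were not analysed here, so motifs in introns and intergenic regions were not examined.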

Results

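The data comprised 6 pooled lists of iCLIP crosslink sites from macrophages that expressed GFP-TTP or the phosphorylation-site mutant GFP-TTP-AA at 0 h, 1 h and 4 h of LPS. At 0 h, the TTP list held 15994 sites with 33587 cDNAs and the TTP-AA list held 16353 sites with 32617 cDNAs, each from 2 libraries. At 1 h, the TTP list pooled 4 libraries and held 25960 sites with 99263 cDNAs, whereas the TTP-AA list pooled 3 libraries and held 86497 sites with 174397 cDNAs. At 4 h, the TTP list held 8052 sites with 29060 cDNAs and the TTP-AA list held 9417 sites with 19167 cDNAs, each from 2 libraries. Sites with a single cDNA made up between 54.0% and 72.1% of a list. There were no replicate values and no control libraries among the files, so no difference reported here could be compared with a spread between replicates.

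The cells lacked endogenous TTP, so cDNAs at the TTP gene Zfp36 (ENSMUSG00000044786.6, chromosome 7, 28376784 to 28380253, GRCm38) were examined, a gene chosen outside the naming rule. At 1 h, the Zfp36 3′UTR held 21 cDNAs in the TTP list and 131 in the TTP-AA list, and the CDS held 7 and 31. At 0 h, the TTP list held 4 cDNAs in the 3′UTR and 5 in the CDS, whereas the TTP-AA list held 0, which allows up to 0.0092% of that list. At 4 h, both lists held 0 cDNAs at this gene, which allows a share of up to 0.0103% of the TTP list and 0.0157% of the TTP-AA list. A count of 0 means that no site was listed, not that no cDNA was sequenced. Whether the CDS cDNAs came from the introduced or the endogenous transcript was not tested.

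The number of sites was compared between the proteins to ask whether the mutant crosslinked to more positions. The ratio of sites, TTP-AA over TTP, was 1.02 at 0 h, 3.33 at 1 h and 1.17 at 4 h. The alternative that moved these ratios by the largest factor was the use of summed cDNAs, which gave 0.971, 1.76 and 0.660. The ratio then fell below 1 at 0 h and at 4 h. Merging sites into clusters instead raised the 4 h ratio to 1.74. Mean cDNAs per site were 2.10 for TTP and 1.99 for TTP-AA at 0 h, 3.82 and 2.02 at 1 h, and 3.61 and 2.04 at 4 h. Divided by the number of pooled libraries, the ratio of sites at 1 h was 4.44.

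The distribution of cDNAs over annotated regions was compared to ask how binding to 3′UTRs depended on the phosphorylation sites. At 1 h, 53.6% of the TTP-AA cDNAs (93510 of 174397, Wilson interval 53.4% to 53.9%) and 9.63% of the TTP cDNAs (9558 of 99263, 9.45% to 9.81%) lay in 3′UTRs, a difference of 44.0 percentage points (39.2 to 47.3). At 0 h, the shares were 18.4% for TTP-AA and 13.0% for TTP, a difference of 5.41 points (3.43 to 7.49). At 4 h, they were 5.22% and 3.12%, a difference of 2.10 points (0.394 to 3.23). The alternative that moved the 1 h difference most was chosen after the data were seen. It kept only cDNAs in 3′UTRs, CDS and 5′UTRs and gave 16.2 points (12.9 to 20.1). The 4 h difference was 0.775 points (-1.23 to 2.41) when each site was counted once. At 1 h, 15.5% of the TTP cDNAs and 7.37% of the TTP-AA cDNAs lay in introns, 39.5% and 21.8% were intergenic, and 32.8% and 14.5% lay in exons of non-coding genes. Normalised to list size and region length, 3′UTRs held 2907 cpm per megabase in the TTP list and 16190 in the TTP-AA list at 1 h, introns held 133 and 63.2, and exons of non-coding genes held 9747 and 4318.

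A locus on chromosome 17 (39842913 to 39848888), chosen after its values were seen, took a large part of every list. It covers the annotated non-coding genes Gm26917 and Gm42418 and is known as a copy of ribosomal RNA sequence, which was not tested here. Its share in the TTP lists was 14.8% at 0 h, 28.7% at 1 h and 32.1% at 4 h, and its share in the TTP-AA lists was 11.2%, 10.5% and 13.1%. Without this locus, the 3′UTR share at 1 h was 59.9% for TTP-AA and 13.5% for TTP, a difference of 46.4 points (44.0 to 48.5). The 4 h difference without it was 1.41 points, with an interval that included 0 (-0.475 to 2.95).

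**Figure D1:**
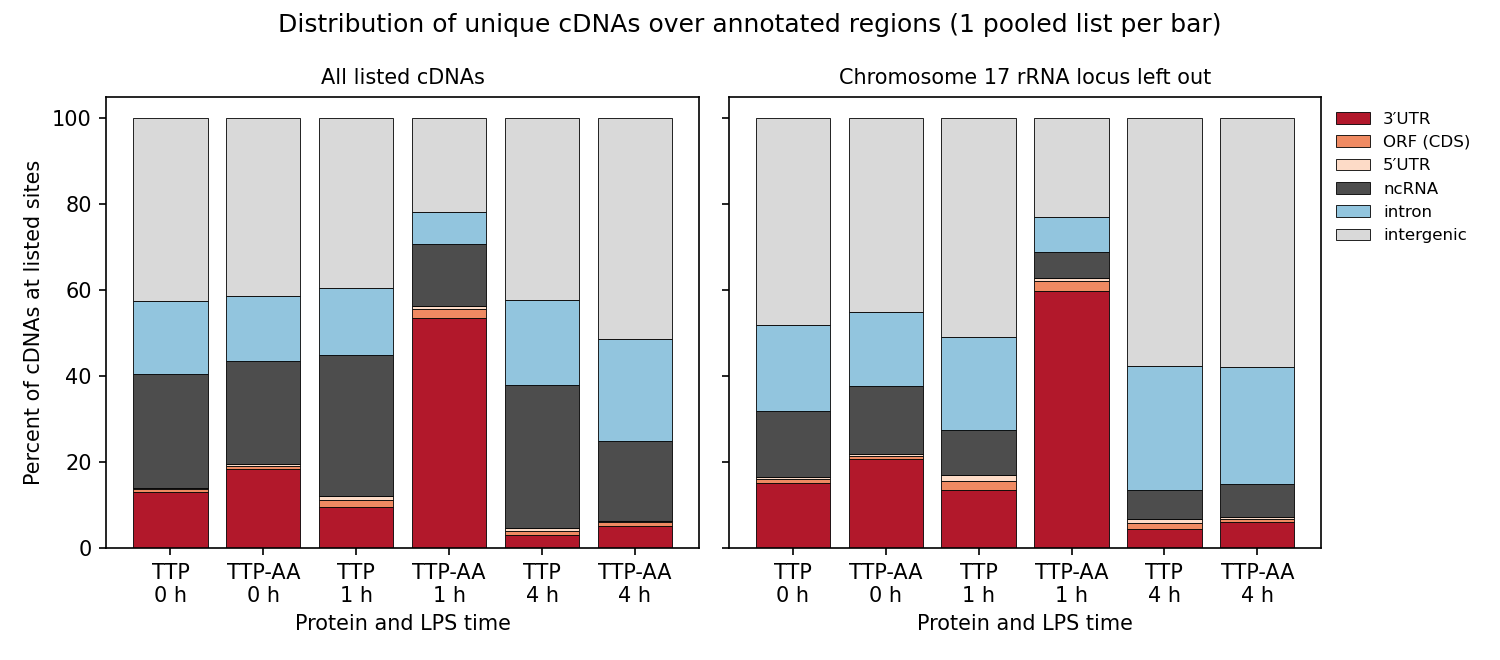
Percent of cDNAs (vertical axis) in each annotated region for the 6 pooled lists (horizontal axis: protein and hours of LPS), with all cDNAs on the left and without the chromosome 17 locus on the right. The 3′UTR part of the bar was 53.6% for TTP-AA at 1 h and at most 18.4% in every other list with all cDNAs.

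The difference between the proteins was compared between time points to ask whether it depended on LPS. The TTP-AA minus TTP difference in 3′UTR share was 38.6 points larger at 1 h than at 0 h (33.5 to 42.6), 41.9 points larger at 1 h than at 4 h (37.2 to 45.8), and 3.31 points larger at 0 h than at 4 h (1.01 to 5.99). From 0 h to 1 h, the TTP share fell by 3.38 points (interval -5.11 to -0.359) and the TTP-AA share rose by 35.2 points (29.7 to 40.6). The fall for TTP held for shares of cDNAs only, since 3359 of 15994 TTP sites lay in 3′UTRs at 0 h and 6775 of 25960, a larger share, at 1 h. Time and peak calling could not be separated, since the additional header mark was present on the 1 h lists and on no other list.

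Target genes were counted as genes with at least 1 site in the 3′UTR. The TTP and TTP-AA lists held 738 and 894 such genes at 0 h, 1295 and 4468 at 1 h, and 127 and 198 at 4 h. The alternative that moved these numbers most required at least 5 cDNAs per gene and gave 273 and 366 genes at 0 h, 431 and 2952 at 1 h, and 35 and 48 at 4 h. At 1 h, thinning the TTP-AA list to the cDNA count of the TTP list left a mean of 4274 genes over 20 draws. Of the TTP genes, 45.0% were also in the TTP-AA list at 0 h (332 of 738, Wilson interval 41.4% to 48.6%), 86.3% at 1 h (1117 of 1295, 84.3% to 88.0%) and 20.5% at 4 h (26 of 127, 14.4% to 28.3%). With at least 5 cDNAs in each list, the overlap at 1 h was 94.7%.

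Positions were compared in the same way. A TTP-AA 3′UTR site lay within 15 nt of 41.5% of the TTP 3′UTR sites at 0 h (39.8% to 43.1%), 76.6% at 1 h (75.6% to 77.6%) and 29.4% at 4 h (25.7% to 33.4%). Random placements of the TTP sites in the same 3′UTRs gave means of 4.89%, 25.7% and 4.06%, and 0 of 100 placements reached the observed share at any time. The share at the same nucleotide, the alternative that moved this result most, was 16.3% at 0 h, 46.0% at 1 h and 14.3% at 4 h.

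Sequence near 3′UTR sites was compared to ask whether the proteins differed in their preference for AU-rich elements. AUUUA lay within 20 nt of 37.7% of the TTP sites (36.6% to 38.9%) and 34.6% of the TTP-AA sites (34.2% to 35.0%) at 1 h. These shares were 4.22 times (3.88 to 4.60) and 3.94 times (3.79 to 4.10) those of random positions in the same 3′UTRs. The TTP-AA minus TTP difference at 1 h was -3.15 points (-6.24 to -0.246), and it was 0.209 points (-3.30 to 3.69) when the motif was counted within 50 nt. The difference was -12.0 points (-16.0 to -8.29) at 0 h, where the shares were 45.7% for TTP and 33.7% for TTP-AA, and -12.4 points (-21.5 to -2.79) at 4 h, where they were 42.1% and 29.7%. UGUGU lay near 10.0% of the TTP sites and 9.23% of the TTP-AA sites at 1 h, or 1.26 times (1.08 to 1.45) and 1.12 times (1.06 to 1.19) the random share. The difference in UGUGU share was not detectable at 0 h (-0.0667 points, -1.99 to 1.81) or at 1 h (-0.802 points, -2.22 to 0.548). It was -5.82 points at 4 h (-11.7 to -0.0852), which rested on 68 TTP and 48 TTP-AA sites and was -4.48 points (-10.4 to 0.931) without Lars2.

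**Figure D2:**
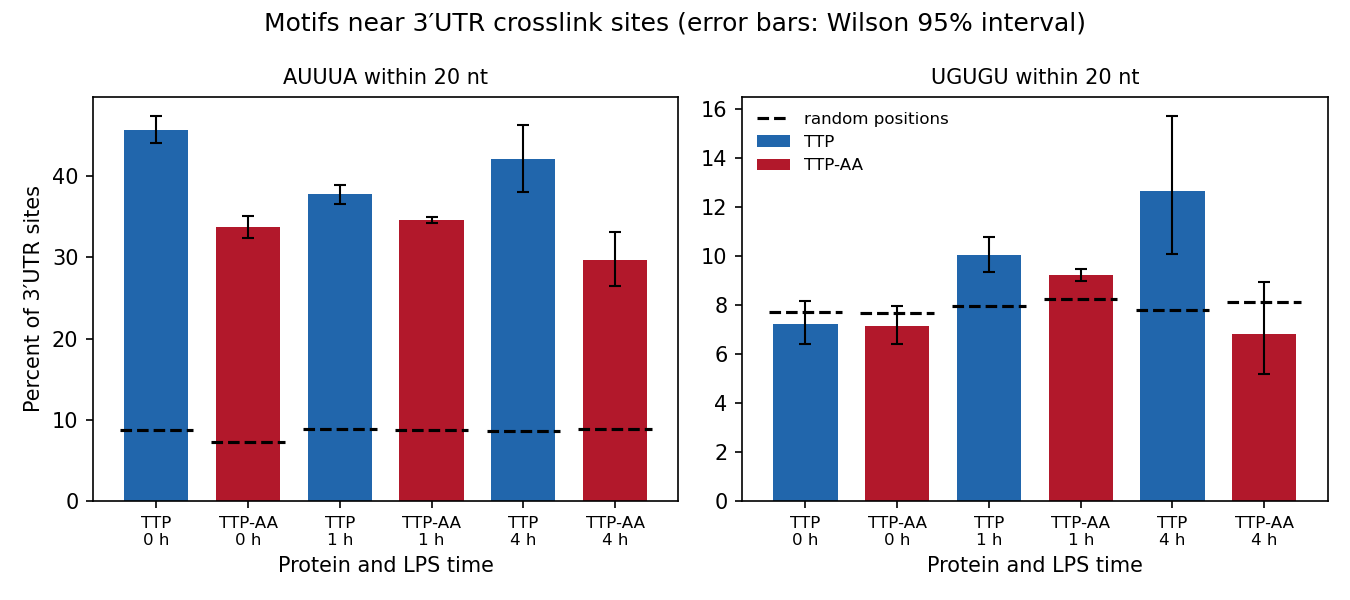
Percent of 3′UTR sites (vertical axes) with AUUUA or UGUGU within 20 nt in the 6 pooled lists (horizontal axes: protein and hours of LPS), where error bars are Wilson 95% intervals and dashed lines are random positions of the same 3′UTRs. AUUUA shares lay between 29.7% and 45.7%, and UGUGU shares lay between 6.85% and 12.7%.

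Octamers within 20 nt of 3′UTR sites were ranked at 1 h. UAUUUAUU ranked 1 in both lists, with a z-score of 91.2 at 1048 TTP sites and of 212 at 5791 TTP-AA sites. The z-score grows with the number of sites, and the excess over random placements was 8.24 times for TTP and 8.69 times for TTP-AA. Of the 50 octamers with the highest z-scores in each list, 32 were shared, and 25 in the TTP list and 43 in the TTP-AA list held only A and U. Across 5269 octamers near at least 10 sites in both lists, Spearman's rho of the z-scores was 0.569, where overlapping octamers are not independent. UGUGUGUG ranked 116 for TTP (139 sites, 3.39 times random) and 5083 for TTP-AA (438 sites, 1.18 times random). GCUUCGGG was found near 0 TTP sites and 4 TTP-AA sites.

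The position of sites along mRNAs was mapped at 1 h. Within 300 nt of the stop codon, the 3′UTR held 1767 TTP sites and the CDS held 161, a density ratio of 11.0 (7.72 to 15.7). For TTP-AA, 13129 and 465 sites gave a ratio of 28.2 (23.6 to 34.2). Weighting sites by cDNAs moved the TTP ratio most, to 8.91 (5.08 to 16.1). Site density in the last 100 nt of the 3′UTR was 2.54 times (2.04 to 3.05) that of the rest for TTP and 3.73 times (3.43 to 4.04) for TTP-AA. In the last 50 nt, it was 0.981 times (0.636 to 1.37) for TTP and 1.88 times (1.68 to 2.09) for TTP-AA.

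**Figure D3:**
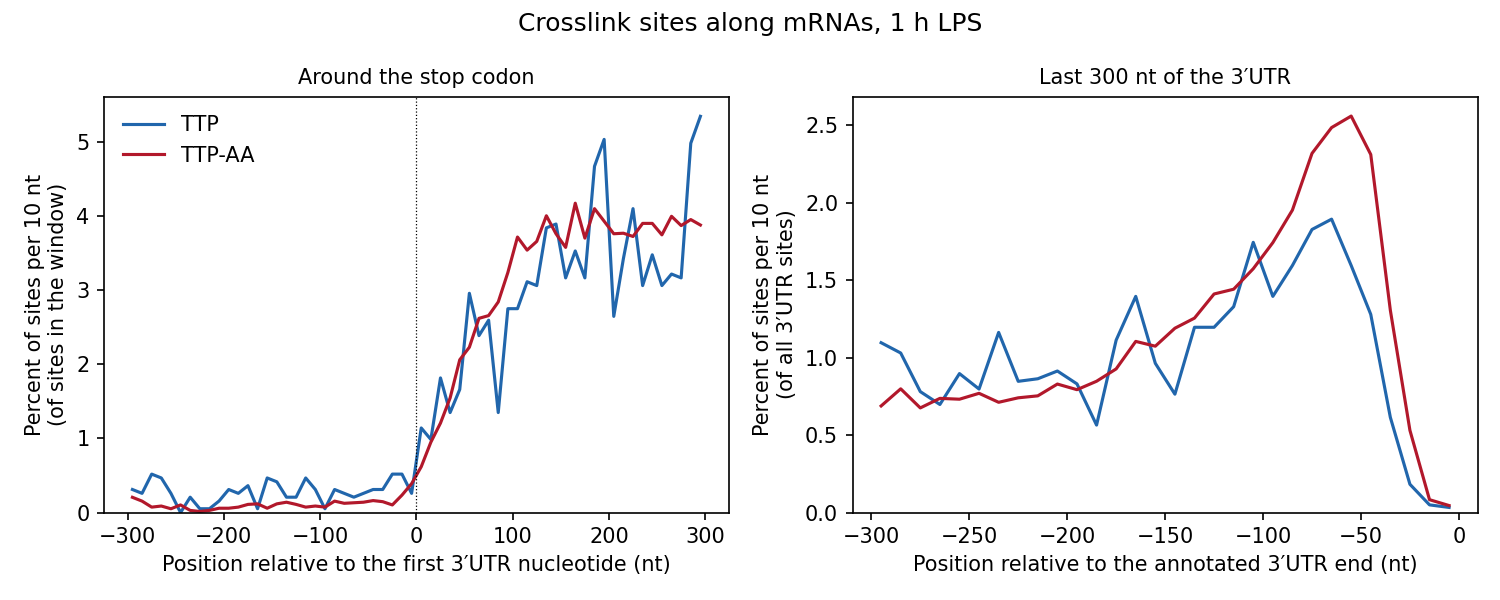
Percent of sites per bin of 10 nt (vertical axes) against position in nt from the start of the 3′UTR (left) and from its annotated end (right) for TTP and TTP-AA at 1 h, as lines. The profiles rose after the stop codon, and near the 3′UTR end they reached 1.89% per bin for TTP and 2.56% for TTP-AA.

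For each gene, 3′UTR cDNAs were compared between the lists at 1 h. Counts were not corrected for mRNA abundance, so a difference in count or share is not by itself a difference in binding. The summed 3′UTR cDNAs were 9558 for TTP at 6775 sites (mean 1.41 cDNAs per site) and 93510 for TTP-AA at 61183 sites (mean 1.53), a ratio of 9.78 or 3.29 on the log2 scale. Among 2065 genes with at least 10 cDNAs, 2049 had more cDNAs in the TTP-AA list and 13 had fewer. The median log2 ratio was 4.52 (4.39 to 4.52) with the pseudocount, 3.70 with a pseudocount of 1, and 1.70 after scaling to the summed 3′UTR cDNAs. As 1530 of these genes had 3 or fewer TTP cDNAs, the median with counts under 3 set to 3 was 2.58 (2.50 to 2.58). That is below the 3.29 of the summed cDNAs, so whether the median gene exceeded 3.29 depended on how low counts were treated. Relative to the summed 3′UTR cDNAs, 1420 genes had a larger and 645 a smaller share in the TTP-AA list. The share differed in 132 genes at an adjusted p-value below 0.05 in the Fisher exact test, of which 41 were higher in TTP-AA and 91 higher in TTP. The alternative that moved this count most, a test against all cDNAs of the list in any region, gave 1763 genes, of which 1754 were higher in TTP-AA and 9 higher in TTP. In the main test, a higher share in TTP passed with fewer cDNAs. Slc25a22 passed with 8 TTP and 2 TTP-AA cDNAs. Cpd, chosen after its values were seen, did not pass with 0 TTP and 65 TTP-AA cDNAs. With at least 20 cDNAs per gene, the split was 50 and 72. The 41 and 91 therefore do not give the balance of directions over all genes, which was 1420 and 645.

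The lists omit cDNAs at sites that failed the false-discovery rate, so the limit and the lower bounds given next hold for listed cDNAs only. Of the genes past the threshold, those with the largest odds ratios had 0 TTP cDNAs, which allows a share of up to 0.0030% of the TTP list. They were Ubl3 with 121 TTP-AA cDNAs (a count at least 40.3-fold and a share of 3′UTR cDNAs at least 4.12-fold higher, adjusted p 6.72e-04), Lamp2 with 118, Ctnnb1 with 113, Fam49b with 109 and Arl8a with 103 (at least 34.3-fold and 3.51-fold, adjusted p 0.0037). The smallest odds ratios belonged to Slc25a22 with 8 TTP and 2 TTP-AA cDNAs (odds ratio 0.0300, adjusted p 2.10e-05), Atf1 with 12 and 4, Gigyf1 with 7 and 3, Prrg4 with 8 and 4, and Rnf225 with 90 and 48 (odds ratio 0.0543, adjusted p 2.05e-55). All 90 TTP cDNAs of Rnf225 lay at sequence shared with annotated small nuclear RNA.

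The 27 genes listed as top or selected targets by the study were examined as a set fixed in advance. At 1 h, 26 had more 3′UTR cDNAs in the TTP-AA list, and the ratio ranged from 0.766 for Lars2 to 42.2 for Cxcl10, with a median of 10.6. In 15 of these genes, the ratio was above that of the summed 3′UTR cDNAs. Over all genes tested, 14 passed the threshold, of which 3 had a higher share in TTP-AA and 11 a higher share in TTP. The count adjusted over the list alone was 19. The study chose this list on the same samples, so none of the counts for this list is independent evidence. Under the annotation used here, 3 of the genes lacked AUUUA in the 3′UTR.

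**Figure D4:**
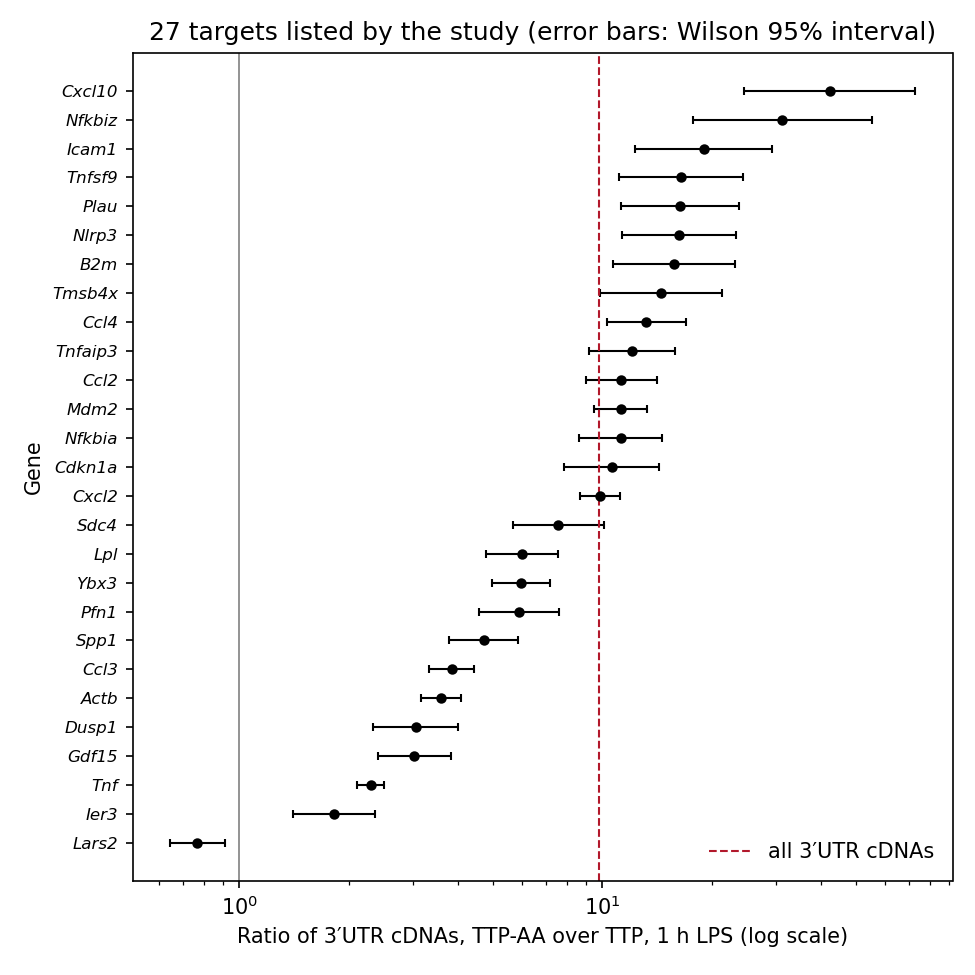
Ratio of 3′UTR cDNAs, TTP-AA over TTP, at 1 h (horizontal axis, log scale) for 27 target genes (vertical axis), where points are pooled counts, error bars are Wilson 95% intervals and the dashed line is the ratio of all 3′UTR cDNAs. The points ran from 0.766 for Lars2 to 42.2 for Cxcl10, and the dashed line lay at 9.78.

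The 3′UTR of Tnf (ENSMUSG00000024401.14, chromosome 17, 35199381 to 35200144) held 727 TTP and 1673 TTP-AA cDNAs at 1 h, a ratio of 2.30 (2.11 to 2.51). Its share of the 3′UTR cDNAs was 7.61% in the TTP list and 1.79% in the TTP-AA list (odds ratio 0.221, adjusted p 6.21e-188). The 3′UTR had 8 AUUUA motifs between nucleotides 421 and 635. The stretch from nucleotide 401 to 655, or 33.4% of the 3′UTR, held 99.0% of the TTP cDNAs (720 of 727) and 94.0% of the TTP-AA cDNAs (1572 of 1673). The TTP site with most cDNAs was position 35199660 with 52 cDNAs, and the TTP-AA site with most was position 35199663 with 47. At 0 h, Tnf had 53 TTP and 0 TTP-AA cDNAs, and at 4 h it had 35 and 77.

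**Figure D5:**
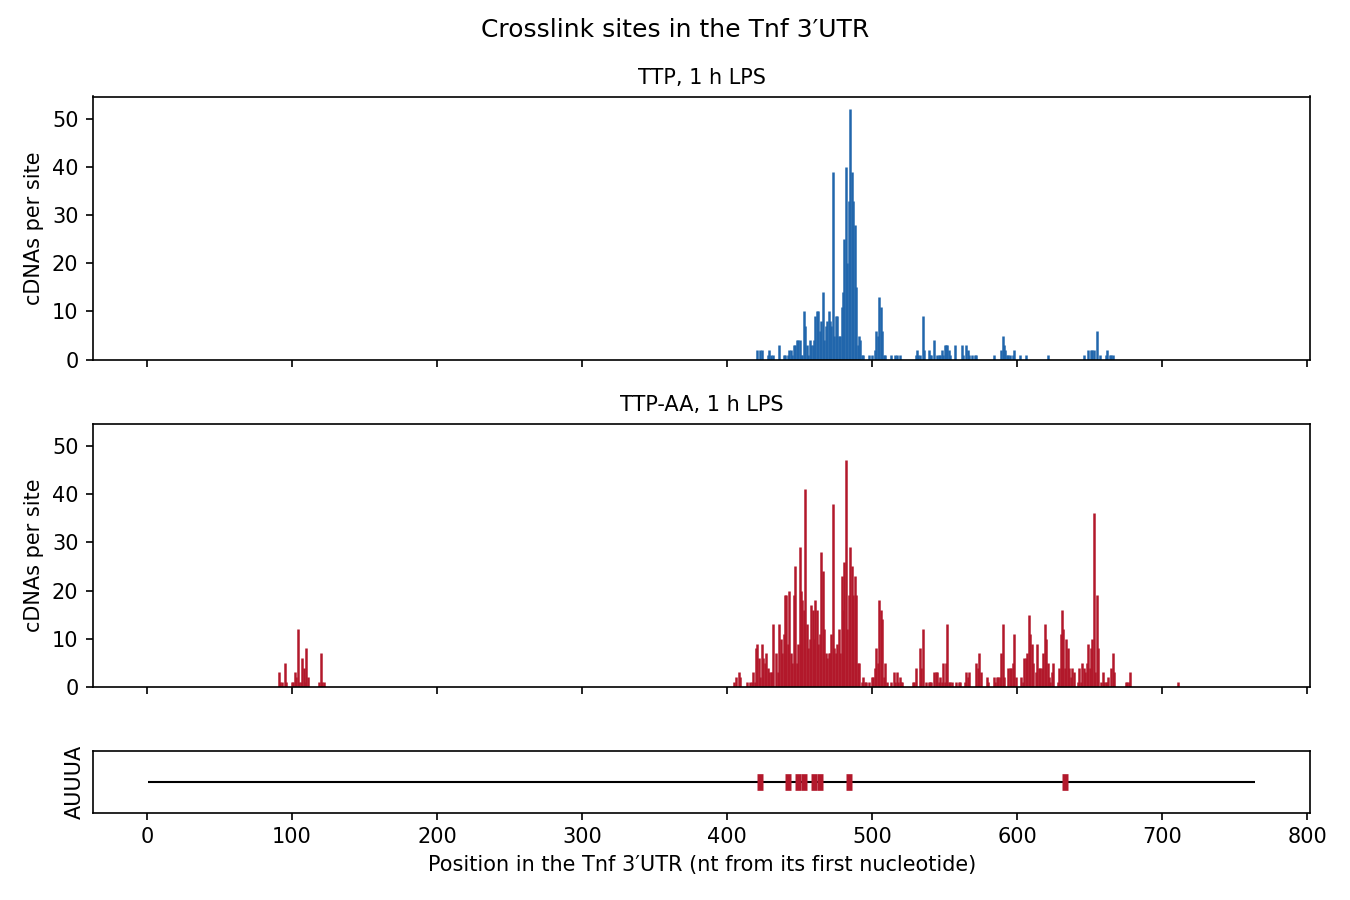
Number of cDNAs per site (vertical axes) along the Tnf 3′UTR (horizontal axis, nt from its start) for TTP and TTP-AA at 1 h, with the 8 AUUUA motifs marked in the lowest panel. Most cDNAs of both proteins lay between nucleotides 401 and 655.

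Among the other targets, Cxcl10 (ENSMUSG00000034855.13, chromosome 5, 3′UTR 92346805 to 92347800) had 13 TTP and 549 TTP-AA cDNAs at 1 h, a ratio of 42.2 (24.5 to 72.7) and an odds ratio of 4.18 (adjusted p 6.22e-09). Gdf15 (ENSMUSG00000038508.7, chromosome 8, 70629393 to 70629542) had 95 and 288 cDNAs, a ratio of 3.03 (2.41 to 3.82) and an odds ratio of 0.307 (adjusted p 8.10e-17). Ier3 (ENSMUSG00000003541.6, chromosome 17, 35822311 to 35822923) had 87 and 159 cDNAs, a ratio of 1.83 (1.41 to 2.37). Dusp1 (ENSMUSG00000024190.7, chromosome 17, 26505590 to 26506279) had 70 and 214 cDNAs, a ratio of 3.06 (2.34 to 4.00). For both, the share of 3′UTR cDNAs was higher in TTP, with adjusted p of 1.22e-26 for Ier3 and 4.22e-12 for Dusp1. The abundance of these mRNAs was not measured in these data. The paper reported a larger reduction of Ier3 mRNA by TTP-AA than by TTP, and a similar reduction of Dusp1 mRNA by both. Its RNA immunoprecipitation recovered more Tnf, Cxcl10, Gdf15, Ier3, Dusp1 and Tnfaip3 mRNA with TTP-AA. A higher share in TTP therefore does not show stronger binding by TTP. Tnfaip3 (ENSMUSG00000019850.11, chromosome 10, 19000910 to 19002730) had 55 and 664 cDNAs, a ratio of 12.1 (9.18 to 15.9), and its share did not differ (adjusted p 0.458).

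The genes with most 3′UTR cDNAs differed between the lists. At 1 h, Tnf, Actb, Lars2, Cxcl2 and Ccl3 led the TTP list with 727, 311, 291, 258 and 244 cDNAs, and Cxcl2, Mdm2, Tnf, Actb and Ccl3 led the TTP-AA list with 2536, 1674, 1673, 1116 and 938. Cxcl2 (ENSMUSG00000058427.10, chromosome 5, 90904445 to 90905938) had a ratio of 9.83 (8.65 to 11.2), Mdm2 (ENSMUSG00000020184.15, chromosome 10, 117688875 to 117690209) of 11.2 (9.50 to 13.3) and Actb (ENSMUSG00000029580.14, chromosome 5, 142903115 to 142903797) of 3.59 (3.16 to 4.07). Shares of Cxcl2 and Mdm2 did not differ (adjusted p 1.00 and 0.391), whereas that of Actb was higher in TTP (adjusted p 1.26e-43). At 0 h, Mdm2 led the TTP list with 78 cDNAs, and Hist1h4d, Hist1h3c and Hist1h4a led the TTP-AA list with 251, 182 and 146, against 70, 59 and 27 in the TTP list. At 4 h, Lars2 led the TTP list with 197 cDNAs and Tnf led the TTP-AA list with 77. Lars2 (ENSMUSG00000035202.8, chromosome 9, 123461679 to 123462664) had 291 TTP and 223 TTP-AA cDNAs at 1 h, a ratio of 0.766 (0.644 to 0.912), and its 3′UTR held 0 AUUUA motifs.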

Values the study reported

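The study reported 3763 mRNAs with more than 1 crosslink for GFP-TTP-AA and 1112 for GFP-TTP. It gave an overlap of 85% to 97% between the targets of wild-type TTP and of the mutant, depending on stringency. For the 3′UTR of Tnf it listed 2412 cDNAs and a TTP-AA over TTP ratio of 2.30, and for Cxcl10 it listed 567 cDNAs and a ratio of 42.23. For Cxcl2 it listed a ratio of 9.96, for Mdm2 a ratio of 10.87, for Gdf15 a ratio of 3.03, for Ier3 a ratio of 2.3 and for Nlrp3 it listed a 3′UTR of 693 nt, 538 cDNAs and a ratio of 1.74.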

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

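All tests given here were chosen only after the result was seen, except the comparison of antisense with all cDNAs in shared loci, which was set before.

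The difference between TTP-AA and TTP in 3′UTR share was not the same at the 3 time points by a test of the difference itself. It was 38.6 points larger at 1 h than at 0 h, 41.9 points larger at 1 h than at 4 h and 3.31 points larger at 0 h than at 4 h, each with a bootstrap interval that excluded 0. The first technical explanation was the chromosome 17 ribosomal RNA locus, which took a larger part of some lists than of others. Without it, the 3 values were 40.9 (37.3 to 43.9), 45.0 (42.1 to 47.7) and 4.07 points (1.34 to 6.99), so the locus did not produce the pattern. A second explanation was that weak sites were listed only where the pooled list was deep. Every list was therefore thinned to the 19167 cDNAs of the smallest list, and only sites with at least 10 cDNAs within 15 nt were kept in each. The difference was then 22.1 points between 1 h and 0 h (8.93 to 39.5) and 25.8 points between 1 h and 4 h (12.8 to 43.4), and with at least 5 cDNAs within 15 nt it was 25.1 points (15.0 to 37.9) and 28.7 points (18.7 to 41.1). These values argue against weak sites in deep lists as the whole source of the 1 h value, although they may account for a part of its size. Between 0 h and 4 h, the stricter minimum gave 3.76 points with an interval that included 0 (lower limit -0.600) and the looser gave 3.66 points with an interval that only just excluded 0 (0.0075 to 7.95), so depth and time cannot be told apart there.

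Another explanation was a different amount of background outside mRNA exons. Within 3′UTR, CDS and 5′UTR cDNAs alone, the difference between 1 h and 0 h was 14.4 points (10.3 to 18.8), which argues against background as the whole source of that value. For 1 h against 4 h, the value was 1.91 points (-10.1 to 11.1), and for 0 h against 4 h it was -12.5 points (-23.9 to -3.33). These pairs stay open, because the 3′UTR share within mRNA exons was close to its ceiling in the TTP-AA lists at 0 h and 1 h (94.3% and 95.3%) and because the 4 h lists held 1226 and 1347 such cDNAs. Background outside mRNA exons and time cannot be told apart for them. The last technical explanation was the peak calling, since 2 lists carried the additional header mark and both were 1 h lists. That setting cannot be told apart from time with these files. From 0 h to 1 h, the TTP share of all cDNAs fell by 3.38 points. The TTP-AA share rose by 35.2 points (29.7 to 40.6). On that measure, most of the 38.6 points was a rise in TTP-AA, and a fall in TTP did not account for the whole value. Within mRNA exons, the split was the other way. The TTP share fell from 92.5% to 79.1%, and the TTP-AA share, close to its ceiling, moved from 94.3% to 95.3%. The split between the proteins thus depended on the cDNAs counted. The biological explanation given by the design, that LPS changes 3′UTR binding differently in the protein that MK2 can phosphorylate and in the mutant, stays open beside the technical ones and was not tested, because no replicate values were available.

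Some cDNAs lay on the strand opposite to an annotated gene, where they were counted as intergenic and not examined separately. They made up 3.41% of the TTP and 3.34% of the TTP-AA cDNAs at 0 h, 4.33% and 2.16% at 1 h, and 4.10% and 3.59% at 4 h, all above the limit that a count of 0 allows. A candidate explanation was that they came from the 327 loci that were listed in all 6 lists. These loci held a larger share of the antisense cDNAs than of all cDNAs at 0 h and at 1 h, for example 72.8% (71.4% to 74.2%) against 29.8% for TTP-AA at 1 h. At 4 h, the shares did not differ beyond counting error, at 83.4% (81.2% to 85.4%) against 82.5% for TTP and 48.0% (44.3% to 51.8%) against 49.7% for TTP-AA. The latter gave the lowest signed difference, -1.69 points, so whether these loci were enriched at every time cannot be told apart from an equal share. The 48.0% in itself argues against these loci as the source of all antisense cDNAs. Unannotated transcripts on the opposite strand were not examined, and no biological explanation was tested.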

How the results depend on the processing

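The alternatives that left out the chromosome 17 ribosomal RNA locus or Lars2, kept only sites with at least 10 cDNAs or kept only mRNA exons were chosen after the data had been seen, and all others were set before the data were examined. Of 126 alternatives to 34 results, 110 were set beforehand and 16 added. In 88 of them, a tested result kept its direction and its side of 0, a share stayed within its interval, or a count or ratio of counts stayed within 1.5 times its value. In 17 a value without a test moved, in 15 a difference weakened until its interval included 0, in 0 a difference whose interval included 0 came to exclude it, and in 6 the direction reversed. Except where a reason is given, the cause was not tested.

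The ratio of sites moved when cDNAs were summed, to 1.76 at 1 h and 0.660 at 4 h, as TTP sites held more cDNAs each. Ratios near 1 changed side within 1.5 times their value. At 0 h, 1.02 became 0.971 with summed cDNAs, 0.974 with sites of at least 2 cDNAs and 0.993 with clusters. At 4 h, 1.17 became 0.848 with sites of at least 2 cDNAs, whereas it rose to 1.74 with clusters. Requiring at least 5 cDNAs lowered the number of 3′UTR genes by construction, from 738 to 273 for TTP and from 894 to 366 for TTP-AA at 0 h, from 1295 to 431 and from 4468 to 2952 at 1 h, and from 127 to 35 and from 198 to 48 at 4 h. The overlap then rose to 51.3%, 94.7% and 31.4% at 0 h, 1 h and 4 h. The share of TTP sites near a TTP-AA site was 16.3%, 46.0% and 14.3% at the same nucleotide, and 46.8% and 81.1% within 50 nt at 0 h and 1 h, as the window sets these values.

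The difference in 3′UTR share kept its direction and its side of 0 at 1 h under all 9 alternatives, from 16.2 points within mRNA exons to 46.6 points without the 10 loci with most cDNAs. At 0 h, it was 1.85 points (-0.555 to 4.11) within mRNA exons. At 4 h, the interval included 0 with each site counted once (0.775 points), without the 10 loci with most cDNAs (0.609 points), without the chromosome 17 locus (1.41 points) and with sites of at least 10 cDNAs (0.375 points). Within mRNA exons, in contrast, the 4 h difference was larger, at 14.3 points (5.45 to 25.8).

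The difference in AUUUA share at 1 h depended on the setting. It reversed to 0.209 points within 50 nt, and its interval included 0 with weighting by cDNAs (-2.79 points), with 1 site per cluster (-1.65 points) and with sites of at least 2 cDNAs (-5.47 points). At 4 h, the interval included 0 with weighting by cDNAs (-11.2 points), with sites of at least 2 cDNAs (-15.8 points) and among genes in both lists (-9.83 points). The difference in UGUGU share had no side of 0 to lose at 0 h and 1 h. It reversed to 0.329 points within 50 nt and to 0.0394 points without Lars2 at 0 h, and to 0.0738 points with weighting by cDNAs and 1.07 points with sites of at least 2 cDNAs at 1 h. At 4 h, its interval included 0 with 1 site per cluster (-2.54 points), with sites of at least 2 cDNAs (-6.25 points), among genes in both lists (-3.82 points) and without Lars2 (-4.48 points). It was larger with weighting by cDNAs, at -13.5 points (-24.7 to -0.0975), and within 50 nt, at -9.28 points (-19.2 to -0.175).

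The TTP density at the 3′UTR end was 2.54 times the rest in the last 100 nt and reversed to 0.981 times in the last 50 nt, whereas that of TTP-AA stayed above 1. The number of genes whose share differed rose from 132 (41 higher in TTP-AA and 91 higher in TTP) to 1763 (1754 and 9) against all cDNAs of the list, because that test includes the difference in 3′UTR share. By number of sites, it was 98 (14 and 84). Without Lars2 it was 130 (38 and 92), and with at least 20 cDNAs it was 122 (50 and 72 of 1155 genes tested).

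No paired analysis was possible because the lists are sums over libraries, and leaving out each replicate in turn was not possible for the same reason. Thinning the TTP-AA list to the cDNA count of the TTP list gave no gene count at 0 h and 4 h. The TTP-AA list held fewer cDNAs than the TTP list at these times. The depth limits the 4 h motif results to 537 TTP and 701 TTP-AA sites. It also limits what the 1 h gene test detects, since 1530 of 2065 genes had 3 or fewer TTP cDNAs. A higher share in TTP-AA needed more cDNAs to pass than a higher share in TTP, so the split of 41 and 91 is not a balance of directions. Of the simulated 4-fold changes, 26.6% were called, against 75.8% in genes with at least 5 expected TTP cDNAs. Genes with 0 TTP cDNAs still passed the threshold where the TTP-AA count was large, as for Ubl3 with 121 TTP-AA cDNAs.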

Other observations

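The tests of the shared loci, of UGUGUGUG, of AUUUA at 1 h and of the genes with fewer TTP-AA cDNAs were chosen only after the result was seen, whereas the test of the histone genes was written before its own result.

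At 1 h, 2241 protein-coding genes had at least 2 sites in any region in the TTP list. That is higher than the value quoted from the study above. The TTP-AA list held 5109 such genes, which is also higher. Genes with at least 2 cDNAs in the 3′UTR numbered 1266 for TTP and 4365 for TTP-AA, closer to the values quoted, so the gap depends on the counting unit, and the effect of the later annotation release was not tested. For Nlrp3, the ratio of 3′UTR cDNAs, TTP-AA over TTP, was 16.3. That is higher than the value quoted from the study above. The summed cDNAs of this gene, 536, were close to the count quoted, and the length of its 3′UTR, 693 nt, equalled the length quoted, so the gap lies in the ratio and the annotation of this 3′UTR did not account for it. Its cause was not tested.

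The 327 loci listed in all 6 lists held 47.9% of the TTP and 43.8% of the TTP-AA cDNAs at 0 h, 69.2% and 29.8% at 1 h, and 82.5% and 49.7% at 4 h. Divided by the pooled libraries, these loci held 17179 cDNAs for TTP and 17327 for TTP-AA at 1 h, whereas 3′UTRs held 2390 and 31170. The corresponding values for the shared loci were 8046 and 7147 at 0 h and 11991 and 4766 at 4 h. A background of fixed composition was a candidate explanation for the similar values at 1 h. Some of these loci also held 3′UTR cDNAs, which were left out of the test. Among the other cDNAs of these loci, the part in the chromosome 17 ribosomal RNA locus differed by -3.66 points between TTP-AA and TTP, with an interval that only just included 0 (-7.39 to 1.39e-04). A background of fixed composition and one of varying composition cannot be told apart by this 1 h value. With 3′UTR cDNAs included, the part was 30.9% for TTP and 25.6% for TTP-AA at 0 h, and 38.8% and 26.3% at 4 h. These parts differed beyond counting error, which argues against a composition fixed over all lists, although no bootstrap interval was computed for them. Binding of TTP to these RNAs was not tested.

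UGUGUGUG lay near 2.05% of the TTP and 0.716% of the TTP-AA 3′UTR sites at 1 h, a difference of -1.34 points (-2.03 to -0.739). As a share of all listed sites, the ratio of TTP-AA to TTP was 0.946 for UGUGUGUG (0.685 to 1.35) and 2.48 for AUUUA (2.14 to 2.95). Only 3′UTR sites were searched for these motifs, and 3′UTR sites made up 6775 of 25960 TTP and 61183 of 86497 TTP-AA sites. UGUGUGUG sites numbered 139 in the TTP list and 438 in the TTP-AA list. They thus rose about as much as all listed sites, whereas AUUUA sites rose more. The similar share does not show that UG-repeat sites stayed fixed while only other sites were gained, because all listed sites include the gained 3′UTR sites. The interval of the UGUGUGUG ratio is wide, and a weaker or stronger preference of TTP for UG repeats may remain within it.

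AUUUA lay near a smaller share of the TTP-AA than of the TTP 3′UTR sites. At 0 h, replication-dependent histone genes, chosen as a group after their counts were seen, held 11.4% of the TTP-AA and 3.75% of the TTP 3′UTR cDNAs. Without them, the difference at 0 h was -11.7 points (-15.6 to -8.06), so they were not its source. Among genes in both lists, it was smaller, at -5.12 points (-9.05 to -0.912), so genes present in only a single list may carry a part of the 0 h difference. At 1 h, the TTP-AA list held many genes that the TTP list lacked, but among genes in both lists the difference was -5.66 points (-8.36 to -3.01), so the additional genes did not produce it. Among sites with at least 2 cDNAs, the difference was not smaller, at -18.5 points at 0 h (-25.1 to -11.7), -5.47 points at 1 h (-12.2 to 2.54) and -15.8 points at 4 h (-33.5 to 0.621). Weaker sites were thus not its source at 0 h, and the intervals leave this open at 1 h and 4 h.

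The 13 genes with fewer 3′UTR cDNAs in TTP-AA than in TTP at 1 h all passed the adjusted threshold. In 2 of them, Rnf225 and Tmem38b, most TTP cDNAs lay at sequence of 20 nt shared with annotated small nuclear RNA or ribosomal RNA, against 0 of the other 401 genes with at least 5 TTP cDNAs (two-sided Fisher exact p 9.12e-04). Tmem38b, with 16 TTP and 10 TTP-AA cDNAs, was chosen after its values were seen. For these genes, cDNAs of small RNAs that map to a copy in the 3′UTR are a possible explanation. In the other 11 genes, Lars2 among them, 0 of 410 TTP cDNAs lay at such sequence. Their sites differed in sequence. In Slc25a22, 8 of 8 TTP cDNAs lay near AUUUA. A TTP site lay in UG repeats in Atf1 (2 cDNAs) and Prrg4 (1 cDNA) and in a U tract in Gigyf1 (1 cDNA). In Prrg4 and Gigyf1, the TTP cDNAs lay at as many sites, 8 and 7, so no site held more than another. For Lars2, copies of full-length nuclear ribosomal RNA, which was not among the annotated transcripts, and a difference in binding cannot be told apart. Lars2 had a ratio of 0.766, close to the ratio of 0.642 of the chromosome 17 locus, and ranked 2 from the lowest odds ratio among 133 genes with at least 100 cDNAs.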
